A study of Mus musculus with 24 samples.

How the data were processed

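Poly(A) RNA was sequenced from 24 pools of sorted mouse T cells. Per the labels, each pool held cells of 3 male C57BL/6 mice, 5 months old, that carried the Foxp3-Thy1.1 reporter, with which cells expressing Foxp3 can be sorted by the surface protein Thy1.1. The protocol in the labels describes CD4 enrichment followed by a sort of live CD45-positive, TCRβ-positive, CD4-positive cells that excluded NK1.1, CD8α and CD1d-tetramer staining. Foxp3-positive cells were collected as regulatory T cells (Treg) and Foxp3-negative cells as conventional T cells (Tconv). The cells came from liver, liver-draining lymph node (LDLN), blood mononuclear cells (PBMC) and spleen, with 3 pools in each of the 8 groups. RNA was amplified with the SMARTer chemistry and sequenced in paired ends, per the labels. The labels do not say whether a pool of Treg and a pool of Tconv with the same number came from the same mice.

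The deposited table gave 1 normalized read count signal per gene and library for 35612 genes. Per the submitters' processing notes, the tools were Trimmomatic 0.32, TopHat2 2.0.11, Bowtie2 2.2.2, SAMtools 0.1.19 and HTSeq 0.6.1p1, with the GRCm38 build of the genome. Every value of a library was a whole multiple of 1 step, as gene counts divided by a size factor are. Dividing by that step returned whole reads within a tolerance of 0.001 for 100% of values. The recovered depth was 17523927 to 25398037 reads per library. A strand setting was not given in the sources used here, so reads of overlapping or antisense genes are not told apart. Genes with near-identical copies, such as Klrc1, the Hba-a and Hspa1 pairs, the Tcrg-C genes and Mup17, are uncertain where reads could be split between the copies. Read counts carry no molecular identifiers, so PCR copies are not removed from them. Symbols were matched to 34645 gene identifiers and coordinates were taken from GENCODE M21 on GRCm38. A further 967 identifiers had no symbol and kept their identifier.

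Genes with a value of at least 10 in at least 3 of the 24 libraries were tested, which left 18576. Values were transformed as log2(value + 1), so fold changes of low genes are understated. limma 3.58.1 in R 4.3.3 fitted 1 model of the 8 groups with a variance trend and 16 residual degrees of freedom. Adjusted p-values of genes are limma values after Benjamini-Hochberg adjustment over the genes of a comparison, unless another test or adjustment is named. Calls were made at 0.05. Errors of log2 differences are standard errors (SE), and those of group values are standard deviations (SD). The comparisons were Treg against Tconv in each of 4 tissues, liver against the mean of the other 3 tissues in each cell type, liver against each of these separately, the 3 lymphoid tissues among each other by an F-test, and the liver effect in Treg minus the liver effect in Tconv. Pools are the replicates, so p-values measure the spread between pools of mice.

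Before the data were examined, 32 gene lists, the tests, the alternatives and the rule for naming genes were fixed. In each comparison the rule took the 8 largest increases and the 8 largest decreases past the threshold, with a mean of at least 50 in the higher group and no overlap between the libraries compared. Predicted genes and antigen receptor segments were left out. Foxp3 and Thy1 were always taken, and up to 4 members per list. For the difference between liver effects the overlap condition was not applied. A few genes that the rule took are not reported here. Lists were tested with camera, which asks whether the members move more than other genes, at a preset correlation between genes of 0.01, and again with a correlation estimated from the data. List p-values were adjusted over the lists of a comparison with at least 3 members tested. Some lists share members, for example Il1rl1 and Areg in the tissue Treg and Th2 lists. Of 109 list calls, 33 held with an estimated correlation. These were the Treg core, Tconv-associated, naive, tissue Treg and Th2 lists for Treg against Tconv in 4 tissues, the IL-2 and STAT5 list in LDLN, PBMC and spleen and the NF-kB list in spleen. They also included 8 lists for liver against the lymphoid tissues in Tconv and the IL-2 and STAT5 list for the difference between liver effects. In none of the 109 did the median, the mean and the test of a list differ in sign. The list of hepatocyte genes had 1 of 19 members in the table, the other members not being analysed here, so it was not tested. A second list of 18 hepatocyte genes was chosen after the data were seen.

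The alternatives were pseudocounts of 0.1 and 10, no filter and a filter at 50, quantile and upper quartile scaling, a fit of only the groups compared, no variance trend, the replicate number as a block, each library left out, a minimum log2 change of 1, and count tests on the recovered reads. edgeR 4.0.16 called 3894 genes for Treg against Tconv in liver, and DESeq2 1.42.0 called 4206. Both count tests were run on all groups. After the data were seen, 3 more were added: without the 3 libraries with most markers of other cells, without 5 Tconv libraries with Foxp3 reads, and a block of replicate number within tissue. The 3 libraries so named were Liver Tconv 2, PBMC Treg 1 and Spleen Treg 1. The name is loose for PBMC Treg 1. PBMC Tconv 2 had higher means for the tested lists of other cells except macrophage (2.97 against 3.45), such as NK cell (6.21 against 3.67). No 2 libraries of a group agreed within counting noise, since the chi-square per degree of freedom between pairs was at least 4.28.

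In liver and LDLN, Treg and Tconv libraries with the same number deviated together from their group means. The correlations across genes were 0.385, 0.188 and 0.102 in liver and 0.122, 0.147 and 0.31 in LDLN, each over 0.1. The numbers were therefore taken as pairs there in the chance splits, from the data and not from the labels. The main fit did not use the pairs, so its p-values in liver and LDLN leave them out. Simulated data of 18576 genes had 100 genes changed per fold size. For Treg against Tconv in liver, the fit recovered 75% of the 2-fold and 99% of the 4-fold changes, with 13 false calls. For liver against the lymphoid mean in Treg it recovered 82% and 100% with 8 false calls, and for the difference between liver effects 63% and 96% with 12. Recovery was not measured by expression level, so these shares do not extend to low genes.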

Results

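Gene expression was measured in Treg, the CD4 T cells that restrain immune responses under control of the transcription factor Foxp3, and in Tconv, the remaining CD4 T cells of the sort gate. Liver, LDLN, PBMC and spleen each gave 3 Treg and 3 Tconv libraries, 24 in all. Depth was lowest in LDLN Tconv 2 and Spleen Tconv 3, with 17524296 and 17523927 reads, and highest in Liver Tconv 1, with 25398037. The design asks how Treg differ from Tconv within a tissue, how cells of the liver differ from those of lymphoid tissues, and whether the liver difference depends on the cell type.

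The markers of the sort were examined first. Foxp3 (ENSMUSG00000039521, chromosome X, 7573644 to 7595245 on GRCm38, protein coding) had normalized read counts in Treg of 1573 ± 208.2 in liver, 1850 ± 60.1 in LDLN, 1987 ± 211.8 in PBMC and 1866 ± 148.1 in spleen (SD, n = 3 each). In Tconv the values were 273.3 ± 235.9, 205.3 ± 307.2, 223.6 ± 349.8 and 209.2 ± 332.1 in the same order. The Tconv libraries fell in separate ranges, with 305.3 to 627.4 in 5 of 12 (LDLN 3, Liver 1, Liver 3, PBMC 1 and Spleen 3) and 13.6 to 30.5 in the other 7. Foxp3 was higher in Treg by 4.58 log2 units in LDLN (adjusted p = 0.0241), 4.91 in PBMC (adjusted p = 0.0123) and 5.01 in spleen (adjusted p = 0.011), each with an SE of 1.34. In liver the difference of 3.35 ± 1.34 did not pass (adjusted p = 0.0834), and with the replicate numbers as a block it did (adjusted p = 0.0492). These calls depended on the test and on single libraries. edgeR on the recovered reads gave adjusted p = 0.0886, 0.0706 and 0.0642 for the Foxp3 differences of 3.16, 3.18 and 3.24 in LDLN, PBMC and spleen. The LDLN call was lost without Tconv 1 (adjusted p = 0.125), Tconv 2 (0.11), Treg 1 (0.067), Treg 2 (0.0678) or Treg 3 (0.061). The PBMC call was lost without Tconv 2 (0.0833) or Tconv 3 (0.059), and the spleen call without Tconv 1 (0.0559) or Tconv 2 (0.0614). Il2ra (ENSMUSG00000026770, chromosome 2, 11642807 to 11693193), the alpha chain of the IL-2 receptor, separated the cell types in every library. Its Treg means were 7940 in liver, 22140 in LDLN, 14690 in PBMC and 14520 in spleen against Tconv means of 864.4, 788.8, 471.3 and 646.5. Thy1 (ENSMUSG00000032011, chromosome 9, 44043384 to 44048579), whose reads could include those of the reporter, was higher in Treg by 0.69 in liver (adjusted p = 1.81e-05), 0.44 in LDLN (0.00208), 1.14 in PBMC (1.7e-08) and 0.84 in spleen (1.39e-06), with an SE of 0.094.

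**Figure D1:**
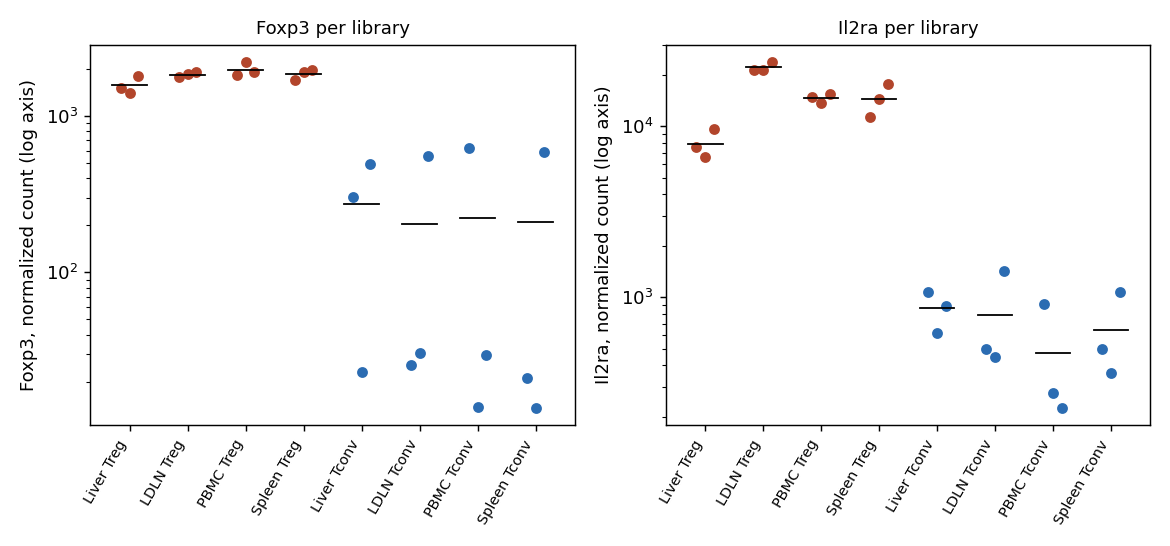
Normalized counts of Foxp3 (left) and Il2ra (right) on log axes in the 8 groups, with 1 point per library, Treg in red, Tconv in blue and bars at group means. Foxp3 reached 305.3 to 627.4 in 5 Tconv libraries and stayed under 31 in the other 7, while Il2ra was higher in each Treg library than in each Tconv library.

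Treg and Tconv of the liver differed in 3808 of 18576 genes, of which 1896 were higher and 1912 lower in Treg. Areg (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432), a growth factor used in tissue repair, rose by 4.83 ± 0.454 log2 units from 9.97 to 290.2 (adjusted p = 1.47e-07). Il1rl1, the receptor for IL-33, rose by 4.59 ± 0.313 (162.6 to 3740, adjusted p = 1.74e-09), and Klrg1 by 4.01. Lrrc32 (ENSMUSG00000090958, chromosome 7, 98489283 to 98502181), which anchors latent TGF-β on the cell, rose by 4.67 ± 0.871 (103.1 to 2617, adjusted p = 0.000465). Itgae, the integrin chain CD103, rose by 4.26, the transcription factor Ikzf2 by 3.83, Rln3 by 4.59 and Tmem51 by 4.05. The largest decreases were those of Pdlim4 (−5.06 ± 0.398, from 1017 to 29.1, adjusted p = 1.16e-08), Lypd6b (−4.66), Ggt5 (−4.49), Fam240a (−4.05), Dapl1 (−3.70), Slc16a5 (−3.55), Nme4 (−3.50) and Atp8b4 (−3.49).

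Of 22 Treg core genes, 21 rose in liver Treg (mean 2.62, camera adjusted p = 5.58e-23) and 22 adjusted over the list alone, among them Ikzf4 (3.42) and Il2ra (3.22). In the tissue Treg list 15 of 17 rose, 16 adjusted over the list alone (mean 2.11, adjusted p = 2.93e-14). In the Th2 list 5 of 6 rose, with Ccr4 up by 2.54 (mean 2.16, adjusted p = 1.52e-06). Of 10 Tconv-associated genes 8 fell, also adjusted over the list alone (mean −1.89, adjusted p = 1.91e-14), including the phosphodiesterase Pde3b (−3.10), Igfbp4 (−2.20) and the helper ligand Cd40lg (−2.12). Naive and homing genes fell in 10 of 12 cases, 11 adjusted over the list alone (mean −1.35, adjusted p = 1.91e-14), with the naive-cell regulator Tcf7 at −1.62. Checkpoint and costimulatory receptors rose in 9 of 15 cases and fell in 1, or 10 and 2 adjusted over the list alone, with Ctla4 up by 3.38 (1766 to 18120), Tnfrsf4 by 3.10 and Tigit by 2.87. This list had a mean of 1.26 and adjusted p = 1.44e-06, against adjusted p = 0.164 with an estimated correlation. Chemokine receptors and integrins rose in 10 of 19 and fell in 1, or 10 and 4 adjusted over the list alone (mean 1.12, adjusted p = 0.000151, and adjusted p = 0.245 with an estimated correlation), with Gpr15 up by 3.53. Cell cycle genes rose in 16 of 18, also adjusted over the list alone (mean 1.69, adjusted p = 1.91e-14, and adjusted p = 0.117 with an estimated correlation), with the proliferation marker Mki67 rising from 1272 to 6438, Cdk1 by 2.56 and Aurkb by 2.53.

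Cytotoxic genes were lower in liver Treg in 8 of 12 cases and higher in 1, or 9 and 1 adjusted over the list alone, with Prf1, which encodes the pore-former perforin, at −2.42 (1437 to 267.8), Klrd1 at −2.77 and Klrk1 at −2.54. The list mean was −1.47 with adjusted p = 4.03e-05, and adjusted p = 0.202 with an estimated correlation. Markers of other cells moved with this list. Of 9 NK cell genes 2 fell, with Klrb1c at −3.17 (1054 to 117.4). The NK cell list did not pass (adjusted p = 0.0859), but passed with a block of replicate number within tissue (adjusted p = 0.0349). It also passed with a pseudocount of 10 (0.0386), no filter (0.011), and without Liver Tconv 3 (0.0216) or Liver Treg 2 (0.0332). Without Liver Tconv 2 its mean went from −1.08 to 0.18 (adjusted p = 0.979), and the macrophage list, at 0.01 (adjusted p = 0.877), went to 1.8 (adjusted p = 0.0027). Of 5 CD8, gamma-delta and innate-like T cell genes 3 fell, such as Zbtb16 at −2.15 (mean −1.30, adjusted p = 0.0213, and adjusted p = 0.31 with an estimated correlation). Without Liver Tconv 2 the mean was −0.60 (adjusted p = 0.231). B cell genes passed as a list with no member called (mean 1.09, adjusted p = 0.0322, and adjusted p = 0.682 with an estimated correlation). They did not pass without Liver Tconv 1 (0.227), Liver Tconv 3 (0.151) or Liver Treg 3 (0.18), and their mean was 2.00 without Liver Tconv 2 (1.44e-05). NF-kB targets rose in 8 of 13, 10 adjusted over the list alone (mean 0.69, adjusted p = 7.36e-06, and adjusted p = 0.205 with an estimated correlation), with the inhibitor Nfkbia up by 1.05. Th17 genes rose in 5 of 10 (mean 0.97, adjusted p = 0.0042, and adjusted p = 0.282 with an estimated correlation), with Rora up by 2.17. Glycolysis genes rose in 6 of 16 and fell in 1, or 8 and 1 adjusted over the list alone (mean 0.25, adjusted p = 0.0121, and adjusted p = 0.316 with an estimated correlation), with the glucose transporter Slc2a3 up by 1.03 and Pdk1 down, at −1.73. Cholesterol synthesis genes rose in 5 of 18, or 6 with 1 lower adjusted over the list alone (mean 0.23, adjusted p = 0.00992, and adjusted p = 0.307 with an estimated correlation), with Sc5d up by 0.52. Immediate early genes, which respond within minutes to stimulation, rose in 4 of 16 (mean 0.48, adjusted p = 0.0155, and adjusted p = 0.485 with an estimated correlation). Without Liver Tconv 1 this list did not pass (0.177), and without Liver Tconv 2 its mean was 0.85 (0.00012). Fatty acid genes rose in 4 of 15, with Pparg up by 2.26 (mean 0.53, adjusted p = 0.0492, and adjusted p = 0.403 with an estimated correlation). That call was lost without any of the 5 libraries Liver Tconv 1 (0.0864), Liver Tconv 3 (0.171), Liver Treg 1 (0.0514), Liver Treg 2 (0.053) or Liver Treg 3 (0.0536), and without Liver Tconv 2 the mean was 0.86 (0.0037). Tissue residency, Th1, Tfh, IL-2 and STAT5, interferon, heat shock, mitochondrial, macrophage, endothelial, dendritic cell, neutrophil, erythroid and platelet lists did not pass in liver. Without Liver Tconv 2, residency genes (mean 0.65, adjusted p = 0.0366) and IL-2 and STAT5 genes (mean 0.76, adjusted p = 0.046) passed, the latter also with quantile scaling (0.0466). Mitochondrial transcripts passed with no filter (0.0112) and with only the groups compared (0.0188), Tfh genes with only the groups compared (0.0303) and endothelial genes with no filter (0.0446). Without Liver Tconv 1, Tfh (0.0499), mitochondrial (0.0356), endothelial (0.0499) and erythroid genes (0.00392) passed, and so did NK cell genes (0.0052). The count of genes was 1371 without the 5 Tconv libraries with Foxp3 reads, which left Liver Tconv 2 alone in its group, the library with most markers of other cells, assumed to vary like the other groups.

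**Figure D2:**
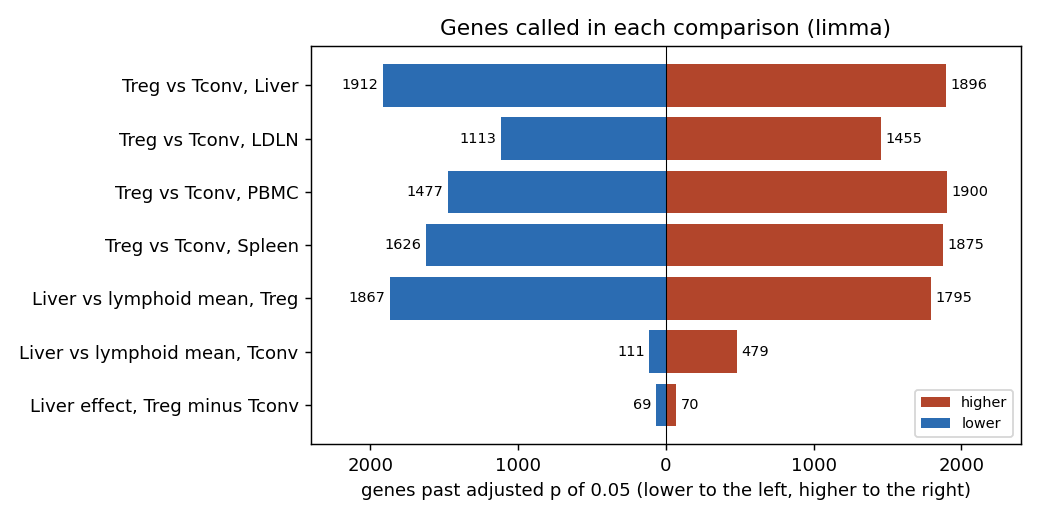
Horizontal bars give the number of genes past an adjusted p of 0.05 in each comparison, those higher to the right in red and those lower to the left in blue. Treg against Tconv gave 2568 to 3808 genes per tissue, and liver against the lymphoid mean 3662 genes in Treg and 590 in Tconv.

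In LDLN, 2568 genes differed, with 1455 higher and 1113 lower in Treg. Apart from Foxp3, the largest increases were those of Lrrc32 (6.50 ± 0.871, from 88.8 to 3865, adjusted p = 1.25e-05), Plekhd1 (5.38), Il2ra (5.02), Itgae (5.00), the chemokine Ccl20 (4.69), Adgrg1 (4.66) and Dkk3 (4.58). Pdlim4 (−7.07), Fam240a (−6.14), Ggt5 (−5.76), Atp8b4 (−5.20), Klrd1 (−5.14), Adamts14 (−4.51) and the granzyme gene Gzmk (−4.30) were among the genes that fell most. The IL-2 and STAT5 list rose in 9 of 11 members, also adjusted over the list alone (mean 1.97, adjusted p = 2.38e-12), with the feedback inhibitors Socs2 (3.68) and Cish (2.99) and the receptor chain Il2rb (2.78). Treg core genes rose in 22 of 22 (mean 3.18, adjusted p = 9.05e-35), tissue Treg genes in 16 of 17 (mean 1.90, adjusted p = 2.98e-15), with Klrg1 up by 4.57. Th2 genes rose in 5 of 6 (mean 1.37, adjusted p = 1.21e-05). Tconv-associated genes fell in 8 of 10 (mean −1.93, adjusted p = 1.2e-16), with the cytokine Il2 at −2.94. Naive genes fell in 10 of 12 (mean −1.21, adjusted p = 1.63e-15). Receptors of the costimulatory list rose in 8 of 15, or 10 with 1 lower adjusted over the list alone (mean 1.32, adjusted p = 5.99e-08, and adjusted p = 0.0992 with an estimated correlation). Chemokine receptors rose in 9 of 19 (mean 1.27, adjusted p = 5.14e-07, and adjusted p = 0.102 with an estimated correlation). Residency genes rose in 5 of 12 (mean 1.18, adjusted p = 0.00036, and adjusted p = 0.239 with an estimated correlation). NF-kB targets rose in 5 of 13, 8 adjusted over the list alone (mean 0.66, adjusted p = 1.34e-05, and adjusted p = 0.23 with an estimated correlation). Cytotoxic genes fell in 7 of 12 and rose in 2 (mean −1.36, adjusted p = 0.00854, and adjusted p = 0.452 with an estimated correlation), with Eomes at −2.70. Th17 genes rose in 5 of 10 and fell in 1 (mean 0.51, adjusted p = 0.0253, and adjusted p = 0.452 with an estimated correlation), with Ahr up by 2.57 and Ccr6 by 2.46. The list did not pass without LDLN Tconv 3 (0.0934) or LDLN Treg 2 (0.0628). Cell cycle genes did not pass (0.0675), but passed with no filter (0.0211), quantile scaling (0.0458) or only the groups compared (0.032). No list of another cell type passed in LDLN.

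In PBMC, 3377 genes differed, with 1900 higher and 1477 lower in Treg. Lrrc32 (6.62 ± 0.871, from 49.2 to 2648, adjusted p = 9.94e-06), the chemokine receptor Ccr3 (5.66), Itgae (5.38), Il2ra (5.25), Arnt2 (4.94), Rln3 (4.85) and Il1rl1 (4.75) were the largest increases apart from that of Foxp3. Pdlim4 (−6.18), Ggt5 (−4.82), Nme4 (−4.48), Klrd1 (−4.14) and Atp8b4 (−3.80) were among the largest decreases. Chemokine receptors and integrins rose in 11 of 19, 12 adjusted over the list alone (mean 1.58, adjusted p = 6.07e-08, and adjusted p = 0.0756 with an estimated correlation), with Gpr15 up by 4.47, Ccr10 by 4.43 and Ccr2 by 3.09. Treg core genes rose in 20 of 22, 22 adjusted over the list alone (mean 3.26, adjusted p = 5.15e-31), and tissue Treg genes in 13 of 17 (mean 2.06, adjusted p = 5.24e-14). Th2 genes rose in 4 of 6 (mean 1.67, adjusted p = 1.91e-05) and the IL-2 and STAT5 list in 8 of 11, 9 adjusted over the list alone (mean 1.60, adjusted p = 5.15e-08). Tconv-associated genes fell in 8 of 10 (mean −1.67, adjusted p = 5.97e-13) and naive genes in 9 of 12 (mean −1.04, adjusted p = 2.04e-10). Costimulatory receptors rose in 10 of 15 and fell in 1 (mean 1.48, adjusted p = 2.81e-08, and adjusted p = 0.0756 with an estimated correlation), with Ctla4 up by 4.16. Cell cycle genes rose in 12 of 18, 13 adjusted over the list alone (mean 0.97, adjusted p = 4.3e-06, and adjusted p = 0.362 with an estimated correlation), with Mki67 up by 2.22. Th17 genes rose in 5 of 10 (mean 1.33, adjusted p = 0.000426, and adjusted p = 0.186 with an estimated correlation). Fatty acid genes rose in 3 of 15 (mean 0.68, adjusted p = 0.00971, and adjusted p = 0.304 with an estimated correlation). NF-kB targets rose in 4 of 13, 5 adjusted over the list alone (mean 0.56, adjusted p = 0.000128, and adjusted p = 0.304 with an estimated correlation). Some lists depended on 1 library. Cytotoxic genes fell in 7 of 12 and rose in 2, or 7 and 3 adjusted over the list alone (mean −1.28, adjusted p = 0.00824, and adjusted p = 0.424 with an estimated correlation). They did not pass without PBMC Tconv 2 (0.0628). Tfh genes rose in 5 of 11 (mean 0.78, adjusted p = 0.0403, and adjusted p = 0.724 with an estimated correlation). They did not pass without PBMC Tconv 1 (0.0597), PBMC Tconv 3 (0.094), PBMC Treg 2 (0.0645) or PBMC Treg 3 (0.0671). Cholesterol synthesis rose in 6 of 18, 7 adjusted over the list alone (mean 0.21, adjusted p = 0.0401, and adjusted p = 0.438 with an estimated correlation). The call was lost without PBMC Tconv 2 (0.0825), PBMC Treg 1 (0.0549) or PBMC Treg 3 (0.177). Mitochondrial transcripts fell in 1 of 9 (mean −0.20, adjusted p = 0.0401, and adjusted p = 0.711 with an estimated correlation). The list did not pass without PBMC Tconv 2 (0.736), PBMC Treg 2 (0.053) or PBMC Treg 3 (0.135) or with quantile scaling. Residency genes did not pass (0.0784), but passed with no filter (0.0214). No list of other cells passed in the fit of all groups. With only the groups compared, macrophage (mean 0.94, adjusted p = 0.0129), B cell (mean −0.37, adjusted p = 0.0146) and NK cell genes (mean −1.34, adjusted p = 0.019) passed. The macrophage list also passed without the 3 libraries with most markers of other cells (0.0273). The PBMC library left out there was PBMC Treg 1, which had the lowest macrophage mean of PBMC Treg (3.45 against 4.23 and 4). The NK cell list passed with no filter (0.0233) and without the 5 Tconv libraries with Foxp3 reads (0.041). The macrophage gene Lyz2 read 1423, 2005 and 1623 in the PBMC Treg libraries and 183.4, 439.7 and 226.2 in PBMC Tconv, and the NK gene Klrb1c was lower in Treg (−3.78).

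In the spleen, 3501 genes differed, with 1875 higher and 1626 lower in Treg. Lrrc32 (6.17 ± 0.871, from 149.3 to 8919, adjusted p = 2.7e-05), Itgae (4.95), Klrg1 (4.91), Noxa1 (4.83), the chemokine Cxcl2 (4.74), Slc7a10 (4.62) and Il2ra (4.62) were the largest increases apart from that of Foxp3. Pdlim4 (−5.54), Ggt5 (−4.73), Atp8b4 (−4.61), Esm1 (−4.45), Fam240a (−4.10), Gzmk (−4.06) and Dapl1 (−4.01) were among the largest decreases. NF-kB targets rose in 12 of 13, 13 adjusted over the list alone (mean 1.06, adjusted p = 5.09e-11), with Cd83 up by 2.87 and Nfkbia by 1.56. Treg core genes rose in 21 of 22 (mean 2.86, adjusted p = 2.79e-26) and tissue Treg genes in 15 of 17, 16 adjusted over the list alone (mean 2.32, adjusted p = 6.22e-17). Th2 genes rose in 5 of 6 (mean 2.25, adjusted p = 5.62e-08) and IL-2 and STAT5 genes in 8 of 11 (mean 1.53, adjusted p = 6.9e-08). Areg rose by 3.79 and Ccr8 by 3.34. Naive genes fell in 12 of 12 (mean −1.33, adjusted p = 1.49e-15) and Tconv-associated genes in 8 of 10 (mean −2.06, adjusted p = 2.86e-15), with Il2 at −3.33. Cell cycle genes rose in 14 of 18, 15 adjusted over the list alone (mean 1.13, adjusted p = 3.5e-09, and adjusted p = 0.207 with an estimated correlation). Costimulatory receptors rose in 7 of 15 and fell in 1, or 10 and 1 adjusted over the list alone (mean 1.20, adjusted p = 9.95e-07, and adjusted p = 0.144 with an estimated correlation). Chemokine receptors rose in 7 of 19, 8 adjusted over the list alone (mean 1.22, adjusted p = 6.08e-06, and adjusted p = 0.148 with an estimated correlation). Residency genes rose in 5 of 12, or 6 with 1 lower adjusted over the list alone (mean 0.94, adjusted p = 0.00304, and adjusted p = 0.361 with an estimated correlation). Mitochondrial transcripts fell in 2 of 9, 3 adjusted over the list alone (mean −0.27, adjusted p = 0.00651, and adjusted p = 0.599 with an estimated correlation). Cytotoxic genes fell in 5 of 12 and rose in 2 (mean −0.89, adjusted p = 0.0403, and adjusted p = 0.599 with an estimated correlation), with the granzyme gene Gzmb up by 2.47. The list did not pass without Spleen Tconv 2 (0.0677), Spleen Treg 2 (0.0794) or Spleen Treg 3 (0.0876). Fatty acid genes rose in 3 of 15 (mean 0.77, adjusted p = 0.0216, and adjusted p = 0.375 with an estimated correlation). Without Spleen Tconv 3 they did not pass (0.0853). B cell genes rose in 2 of 10, 3 adjusted over the list alone (mean 1.34, adjusted p = 0.00398, and adjusted p = 0.599 with an estimated correlation), with the immunoglobulin gene Ighm up by 0.98, which without Spleen Treg 1 did not pass (0.0948). Spleen Treg 1 alone had normalized counts of 40290 for Igkc and 10560 for Jchain. Without that library the B cell mean was 0.85 (0.0456). Macrophage (0.0591) and neutrophil (0.0782) lists did not pass, with means of 1.36 and 2.34. The macrophage list passed with a pseudocount of 10 (0.012), no filter (0.00454), quantile (0.0342) or upper quartile scaling (0.0416), only the groups compared (2.74e-06), or a block within tissue (0.0189). It also passed without the 3 libraries with most markers of other cells (mean 1.21, adjusted p = 0.00711), without the 5 Tconv libraries with Foxp3 reads (0.00376) and without Spleen Treg 2 (0.0389). The neutrophil list passed with no filter (0.0127), only the groups compared (0.0361) or a block within tissue (0.0444), and without the 5 Tconv libraries (0.0084), Spleen Tconv 3 (0.043), Spleen Treg 2 (0.0458) or Spleen Treg 3 (0.0214). Its mean was 1.41 without Spleen Treg 1 (0.38). Th17 (0.167), immediate early (0.138) and glycolysis genes (0.168) did not pass, but Th17 genes passed with the stricter filter (0.000518), immediate early genes with no filter (0.0439) or quantile scaling (0.0157), and glycolysis genes with quantile scaling (0.00811).

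Across the 4 tissues, 662 genes were higher and 462 lower in Treg in each of them, where independent lists of these sizes would share 1.53 and 0.797. A further 40 genes were called higher in 1 tissue and lower in another, among 6411 called at least once. The overlaps and each of the 4 counts stayed within 1.5 times their values when any library was left out.

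**Figure D3:**
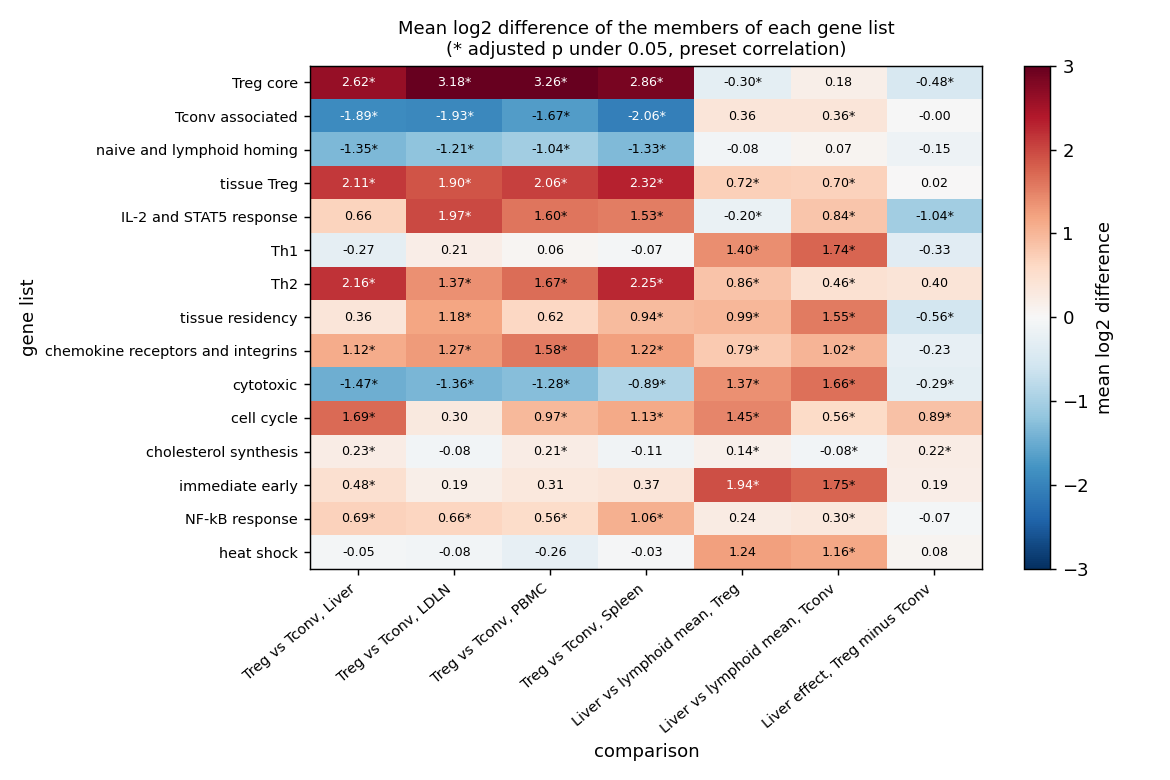
Heat map of the mean log2 difference of 15 gene lists in 7 comparisons, with red for higher, blue for lower and stars for an adjusted p under 0.05 at the preset correlation. Treg core means lay between 2.62 and 3.26 in the Treg against Tconv comparisons, and immediate early means were 1.94 and 1.75 for liver against the lymphoid mean.

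Treg of the liver were compared with Treg of the 3 lymphoid sources to ask which genes mark residence in the liver. Against the lymphoid mean, 1795 genes were higher and 1867 lower. Serping1, an inhibitor of complement proteases, was at 197.6 in liver Treg and 1.73 elsewhere (6.18 ± 0.644, adjusted p = 1.4e-06). Serping1 rose in liver Tconv too, and whether its reads came from hepatocyte RNA was not tested. Other large increases were those of Akr1c6 (5.72), Hspa1a (5.55), Rgn (5.38), Cyp1a2 (4.17), Hspa1b (4.11) and Mup17 (4.00), of which Akr1c6, Rgn, Cyp1a2 and Mup17 are genes of hepatocytes. Of 13 genes of the second hepatocyte list 12 rose, these 4 included, with a median of 3.70. Without Liver Treg 2 the Hspa1b call was lost (adjusted p = 0.0522), and without Liver Treg 1 that of Mup17 (adjusted p = 0.0891). The largest decreases were those of Slc22a2 (−2.31), Pdzk1ip1 (−2.13), Gpr83 (−1.82 ± 0.225, from 6016 to 1744, adjusted p = 9.21e-06), Stra6 (−1.81), Spin2c (−1.71), Syp (−1.63), Eno3 (−1.56) and Tgm2 (−2.48), the latter not past the threshold without Liver Treg 2 (adjusted p = 0.0591). Without that library the count of genes was 2026 in place of 3662.

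Cell cycle genes rose in liver Treg in 16 of 18 cases, 17 adjusted over the list alone, with the mitotic cyclin Ccnb2 up by 2.54, Aurkb by 2.13 and Mki67 by 1.96. The list had a mean of 1.45 and adjusted p = 6.03e-16, against adjusted p = 0.227 with an estimated correlation. Th1 genes rose in 10 of 13 (mean 1.40, adjusted p = 1.24e-05, and adjusted p = 0.313 with an estimated correlation), with the chemokine Ccl4 up by 3.24, the cytokine Ifng by 2.38 and Ccl5 by 2.19. The Th1 list read 9.75 to 10.11 in liver libraries and 8.78 to 9.62 in spleen, and only Il18r1 was called higher against each of the 3 lymphoid tissues. Residency genes rose in 7 of 12 (mean 0.99, adjusted p = 2.54e-05, and adjusted p = 0.227 with an estimated correlation), with the collagen-binding integrin Itga1 up by 2.09 and the chemokine receptor Cxcr6 by 1.27. The list read 9.99 to 10.23 in liver libraries and 9.34 to 10.05 in spleen. Of the 12 genes, only Itga1 was called higher against each of the 3 lymphoid tissues. Chemokine receptors rose in 11 of 19, or 12 with 1 lower adjusted over the list alone (mean 0.79, adjusted p = 8.68e-05, and adjusted p = 0.275 with an estimated correlation), with Ccr2 up by 1.91. Tissue Treg genes rose in 9 of 17 and fell in 2 (mean 0.72, adjusted p = 0.00387, and adjusted p = 0.284 with an estimated correlation), with Rora up by 1.60 and Il1rl1 by 1.58. Areg rose by 2.85 against the mean, while spleen Treg, at 1041 ± 402, exceeded liver Treg at 290.2 and LDLN and PBMC Treg read 6.13 and 9.39. Th2 genes rose in 4 of 6 (mean 0.86, adjusted p = 0.0113, and adjusted p = 0.227 with an estimated correlation) and Th17 genes in 3 of 10 (mean 1.12, adjusted p = 0.00593, and adjusted p = 0.313 with an estimated correlation). Spleen libraries lay above those of liver for the tissue Treg list, at 10.03 to 10.5 against 9.82 to 9.91, and for the Th2 list, at 9.65 to 10.13 against 9.38 to 9.59. IL-2 and STAT5 genes fell in 5 of 11 and rose in 2, or 7 and 2 adjusted over the list alone (mean −0.20, adjusted p = 0.022, and adjusted p = 0.275 with an estimated correlation), with the cytokine Lta at −1.44, the survival gene Bcl2 at −0.84 and Gzmb up by 2.73. The list read 10.03 to 10.34 in liver libraries and 10.02 to 10.31 in PBMC. It read 10.28 to 10.45 in LDLN and 10.39 to 10.57 in spleen.

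Immediate early genes were higher in liver Treg in 14 of 16 cases and lower in 1 (mean 1.94, adjusted p = 8.25e-17, and adjusted p = 0.0561 with an estimated correlation). Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) rose by 4.27 ± 0.208 (adjusted p = 3.61e-11), Fosb by 4.03 and Jun by 2.95. Spleen Treg had similar Fos counts, with 16060 against 18070 in liver, 140.5 in LDLN and 383.1 in PBMC. The mean per library of this list was 10.1 to 11.8 log2 units in liver and spleen and 7.49 to 8.13 in LDLN and PBMC. Zfp36 was the only immediate early gene called higher in liver Treg against each of the 3 lymphoid tissues.

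**Figure D4:**
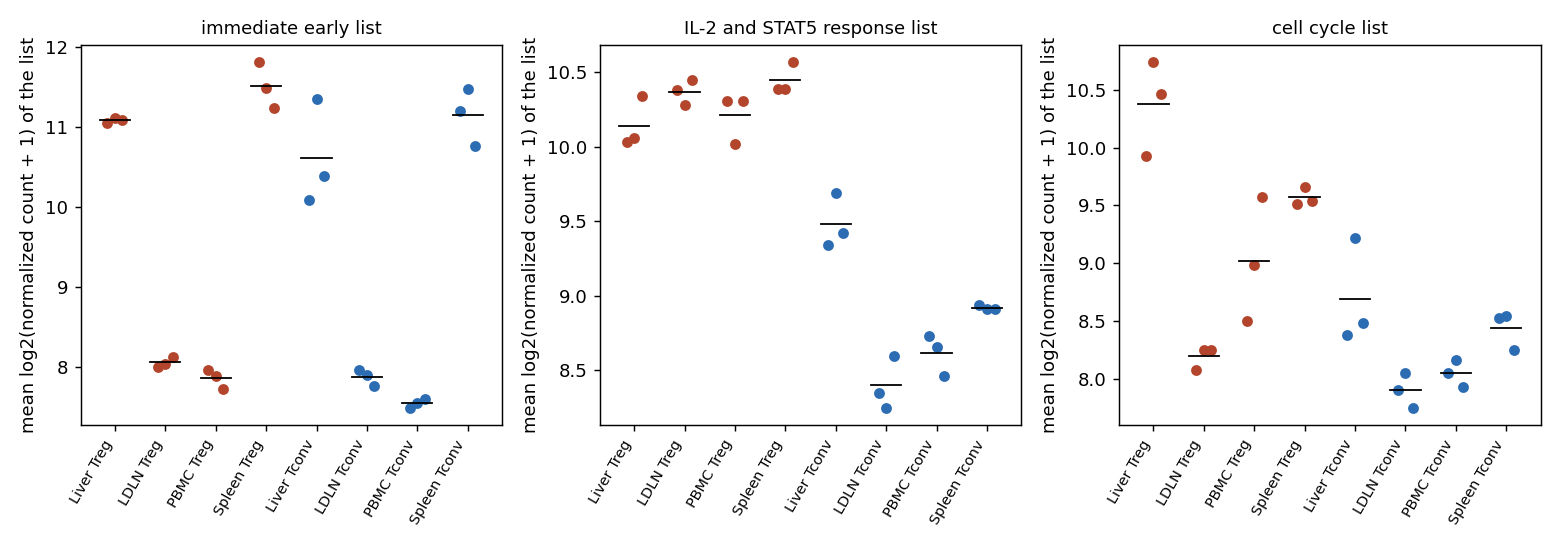
Mean log2(normalized count + 1) of the immediate early (left), IL-2 and STAT5 (middle) and cell cycle (right) lists, with 1 point per library, bars at group means, Treg in red and Tconv in blue. Liver and spleen libraries lay above LDLN and PBMC libraries for the immediate early list in both cell types.

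Other lists of liver Treg moved beside markers of other cells. Cytotoxic genes rose in 6 of 12 and fell in 1, or 7 and 1 adjusted over the list alone (mean 1.37, adjusted p = 0.013, and adjusted p = 0.491 with an estimated correlation), with Klrc1 up by 3.61 and Klrd1 by 2.79. They did not pass without Liver Treg 2 (0.06). NK cell genes rose in 2 of 9, 6 adjusted over the list alone (mean 1.70, adjusted p = 0.0134, and adjusted p = 0.51 with an estimated correlation). This call was lost without Liver Treg 2 (0.0693) or Liver Treg 3 (0.0634). Dendritic cell genes rose in 2 of 10 and fell in 1, or 6 and 1 adjusted over the list alone (mean 1.04, adjusted p = 0.025, and adjusted p = 0.51 with an estimated correlation), with Siglech up by 2.53. B cell genes rose in 2 of 10 (mean 1.09, adjusted p = 0.0149, and adjusted p = 0.617 with an estimated correlation). Neither list passed without Liver Treg 3 (0.078 and 0.144). B cell list means were 10.78 to 12.02 in liver Treg, 10.77 to 11.33 in PBMC and 10.42 to 11.98 in spleen. Only LDLN libraries were clearly lower, at 7.94 to 9.58. Platelet genes fell in 4 of 6, 5 adjusted over the list alone (mean −1.75, adjusted p = 0.000914, and adjusted p = 0.227 with an estimated correlation). Their mean per library was 2.04 to 3.07 in liver Treg, 6.04 to 6.88 in PBMC and 4.15 to 4.9 in spleen, but 1.91 to 2.37 in LDLN, so the decrease was one against PBMC and spleen. Interferon genes rose in 6 of 19, or 8 with 1 lower adjusted over the list alone (mean 0.33, adjusted p = 0.00902, and adjusted p = 0.485 with an estimated correlation), with Mx1 up by 1.09, and the call was lost without Liver Treg 3 (0.172). Treg core genes fell in 5 of 22 and rose in 1, or 5 and 2 adjusted over the list alone (mean −0.30, adjusted p = 0.0445, and adjusted p = 0.556 with an estimated correlation). The core list read 11.77 to 11.84 in liver libraries, 12.03 to 12.31 in LDLN and 12.34 to 12.74 in spleen, but 11.43 to 11.55 in PBMC. Leaving out any of 7 libraries ended this call: LDLN Treg 1 (0.0623), LDLN Treg 2 (0.0542), Liver Treg 1 (0.0629), Liver Treg 3 (0.0689), PBMC Treg 3 (0.0646), Spleen Treg 1 (0.0524) or Spleen Treg 2 (0.0653). Cholesterol synthesis rose in 4 of 18 (mean 0.14, adjusted p = 0.0403, and adjusted p = 0.491 with an estimated correlation). It was ended by leaving out LDLN Treg 1 (0.0623), Liver Treg 2 (0.146), Liver Treg 3 (0.109), PBMC Treg 2 (0.0831) or Spleen Treg 1 (0.0524). Cholesterol synthesis list means were 9.67 to 9.87 in spleen libraries against 9.51 to 9.72 in liver, 9.35 to 9.58 in PBMC and 9.19 to 9.35 in LDLN. Heat shock genes did not pass as a list (mean 1.24, adjusted p = 0.0677), but passed with the replicate number as a block (adjusted p = 0.00224), with quantile scaling (0.0364) and with only the groups compared (0.0313). The other lists did not pass. Against each tissue by itself, 5593 genes differed from LDLN, 2678 from PBMC and 3497 from spleen. The PBMC count was 1679 without Liver Treg 2 and 1547 without PBMC Treg 1, and the spleen count 2327 without Liver Treg 1, 2270 without Liver Treg 2, 2052 without Spleen Treg 1 and 2251 without Spleen Treg 2. In all 3, 302 genes were higher and 193 lower, where independent lists would share 17 and 20.9. The higher genes included 9 of the cell cycle list, such as Mki67 and Top2a, and the lower ones Gpr83 and Bach2. The 3 comparisons share the liver libraries, so part of the excess can come from these. Simulated data with shared liver libraries called 0 unchanged genes in all 3. Only 100 genes per fold size were changed there, far fewer than differed here, so the simulation cannot tell how large that part is. Without Liver Treg 2 the total of 495 was 226.

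Tconv of the liver differed from the lymphoid mean in 590 genes, 479 higher and 111 lower. Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260), the protease granzyme B, rose by 4.50 ± 0.36 (72.95 to 1070, adjusted p = 1.96e-07). Rgn rose by 5.47, Tm4sf4 by 5.05 and Serping1 by 4.79. Whether the reads of Tm4sf4 and Serping1 came from hepatocyte RNA was not tested. Rgn and Mup17 are genes of hepatocytes and belong to the second hepatocyte list, of which 9 of 13 genes rose, these 2 included, with a median of 2.39. Mup17 (5.01) and the pseudogene Klra13-ps (4.70) also rose, but not without Liver Tconv 2 (adjusted p = 0.0686 and 0.0567). Of the lower genes the rule named Zfp119a (−0.85, adjusted p = 0.0012) and Stard5 (−0.37, adjusted p = 0.000786), with Mex3b (−0.82), Zfp119b (−0.73) and Zc3h12b (−0.72) not past the threshold without Liver Tconv 2 (adjusted p = 0.179, 0.084 and 0.0699). The count itself was 137 without Liver Tconv 2, 294 without Liver Tconv 3 and 1176 without Liver Tconv 1, and 169 without the 3 libraries with most markers of other cells.

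Residency genes rose in 9 of 12, 12 adjusted over the list alone (mean 1.55, adjusted p = 1.78e-20), with Itga1 up by 3.11 and Cxcr6 by 2.25 (1432 to 6247). Th1 genes rose in 10 of 13, 12 adjusted over the list alone (mean 1.74, adjusted p = 3.62e-19), with Ifng up by 2.75. The Th1 list read 9.59 and 9.75 in Liver Tconv 1 and 3 and 11.13 in Liver Tconv 2, against 8.67 to 9.58 in spleen. Ifng read 914.8 in spleen Tconv, 48.74 in LDLN and 48.19 in PBMC. Only Il12rb2 and Cxcr6 of this list were called higher against each of the 3 lymphoid tissues. Immediate early genes rose in 13 of 16, 14 adjusted over the list alone (mean 1.75, adjusted p = 3.91e-32), with Fos up by 4.08 and at 13590 in spleen against 13500 in liver. Chemokine receptors rose in 8 of 19, 12 adjusted over the list alone (mean 1.02, adjusted p = 2.52e-14), with Ccr2 up by 2.36. IL-2 and STAT5 genes rose in 5 of 11, 6 adjusted over the list alone (mean 0.84, adjusted p = 5.03e-07). Tissue Treg genes rose in 6 of 17 and fell in 1, or 8 and 2 adjusted over the list alone (mean 0.70, adjusted p = 1.06e-05, and adjusted p = 0.0586 with an estimated correlation), with the immunoregulatory Fgl2 up by 3.15. The list read 7.72 to 8.15 in spleen libraries against 7.51 to 8.16 in liver. Cytotoxic genes rose in 6 of 12, 8 adjusted over the list alone (mean 1.66, adjusted p = 1.45e-11), with Klrc1 up by 4.32 and Klrk1 by 3.23. Beside them, NK cell genes rose in 4 of 9, 7 adjusted over the list alone (mean 2.47, adjusted p = 5.99e-09, and adjusted p = 0.0694 with an estimated correlation), with Klre1 up by 4.11. Without Liver Tconv 2 the NK cell mean was 1.21 (0.000228). CD8, gamma-delta and innate-like genes rose in 3 of 5, 5 adjusted over the list alone (mean 2.15, adjusted p = 8.9e-09), with Zbtb16 up by 2.82. Platelet genes fell in 2 of 6, 5 adjusted over the list alone (mean −1.58, adjusted p = 2.16e-06). As in Treg, the decrease was one against PBMC and spleen, and LDLN libraries lay below liver, with list means of 1.39 to 1.76 against 1.82 to 2.77 in liver, 5.3 to 6.78 in PBMC and 3.54 to 4.34 in spleen. Cell cycle genes rose in 3 of 18, 9 adjusted over the list alone (mean 0.56, adjusted p = 9.57e-08, and adjusted p = 0.196 with an estimated correlation), and their mean was 0.30 without Liver Tconv 2 (0.000375). Th17 genes rose in 2 of 10, 4 adjusted over the list alone (mean 0.80, adjusted p = 0.000253, and adjusted p = 0.127 with an estimated correlation). Their list means were 5.29 to 5.39 in spleen libraries against 5.13 to 5.99 in liver, 4.15 to 5.11 in LDLN and 3.66 to 4.03 in PBMC. Th2 genes passed as a list with 0 members called, 2 adjusted over the list alone (mean 0.46, adjusted p = 0.0113, and adjusted p = 0.127 with an estimated correlation), and read 7.39 to 7.83 in spleen libraries against 7.19 to 7.46 in liver.

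Liver Tconv 2 carried the most markers of other cells, with a normalized count of 6767 for Lyz2 against 91.1 and 45.9 in Liver Tconv 1 and 3, 76170 for the globin gene Hbb-bs against 3133 and 17680, and 24390 for Igkc against 1253 and 1865. Macrophage genes passed as a list with 0 called (mean 1.12, adjusted p = 0.0165, and adjusted p = 0.457 with an estimated correlation), and without this library the mean was −0.67 (0.000469). Endothelial genes rose in 1 of 8 (mean 1.17, adjusted p = 0.0082, and adjusted p = 0.265 with an estimated correlation). Dendritic cell genes rose in 2 of 10, or 3 with 1 lower adjusted over the list alone (mean 0.65, adjusted p = 0.0186, and adjusted p = 0.396 with an estimated correlation). Without this library the endothelial mean was −0.06 (0.701) and the dendritic cell mean 0.03 (0.959), and the dendritic cell list did not pass without LDLN Tconv 3 either (0.052). Erythroid genes passed with 0 called, 5 adjusted over the list alone (mean 1.5, adjusted p = 0.000142, and adjusted p = 0.196 with an estimated correlation). This call was lost without Liver Tconv 2 (0.119), and LDLN libraries were the low ones, at 4.59 to 5.14 against 8.28 to 12.48 in liver, 10.56 to 11.27 in PBMC and 10.09 to 11.19 in spleen. B cell genes did not pass (mean 0.29, adjusted p = 0.372), and their mean was −0.62 without Liver Tconv 2 (0.000375) and 0.81 without Liver Tconv 1 (0.0213). Heat shock genes rose in 2 of 10 (mean 1.16, adjusted p = 0.00237, and adjusted p = 0.423 with an estimated correlation), but not without it (0.571). NF-kB targets rose in 3 of 13 (mean 0.30, adjusted p = 0.0167, and adjusted p = 0.429 with an estimated correlation), but not without it (0.552), LDLN Tconv 3 (0.0542) or Spleen Tconv 3 (0.0563), and read 10.57 to 11.08 in spleen against 10.17 to 10.79 in liver. Other lists did not pass without Liver Tconv 3. Of Tconv-associated genes 3 of 10 were higher, and 4 adjusted over the list alone. This list read 11.66 to 11.99 in spleen libraries against 11.52 to 11.72 in liver. Its mean was 0.36 (adjusted p = 0.0182, adjusted p = 0.146 with an estimated correlation, and 0.125 without Liver Tconv 3). Of Tfh genes 0 of 11 were called, and 1 lower adjusted over the list alone (mean −0.62, adjusted p = 0.00961, adjusted p = 0.429 with an estimated correlation, and 0.149 without it), and the list read 6.53 to 7.22 in PBMC libraries against 7.03 to 8.22 in liver. Of interferon genes 1 of 19 rose (mean 0.22, adjusted p = 0.0165, adjusted p = 0.396 with an estimated correlation, and 0.131 without it). Cholesterol synthesis passed with 0 called, 1 lower adjusted over the list alone (mean −0.08, adjusted p = 0.0395, and adjusted p = 0.396 with an estimated correlation). The call was ended by leaving out LDLN Tconv 2 (0.0544), Liver Tconv 1 (0.0787), Liver Tconv 3 (0.164), PBMC Tconv 1 (0.0652) or Spleen Tconv 1 (0.0555). This decrease was one against spleen, with list means of 9.83 to 9.9 there and 9.35 to 9.45 in liver. LDLN libraries were at 9.34 to 9.35 and PBMC libraries at 9.17 to 9.32. Against single tissues 2128 genes differed from LDLN, 887 from PBMC and 1463 from spleen. The LDLN count was 1294 without LDLN Tconv 1, 1285 without LDLN Tconv 2, 955 without Liver Tconv 2 and 1321 without Liver Tconv 3. The PBMC count was 487 without Liver Tconv 2, 585 without PBMC Tconv 1 and 520 without PBMC Tconv 3, and the spleen count 635 without Spleen Tconv 1. In all 3, 58 genes were higher and 9 lower, where independent lists would share 1.39 and 0.604 and the shared liver libraries can add to the excess. These 58 included Itga1, Cxcr6, Gzmb and Zbtb16. The total of 67 was 21 without Liver Tconv 2, 36 without PBMC Tconv 3 and 124 without Liver Tconv 1.

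**Figure D5:**
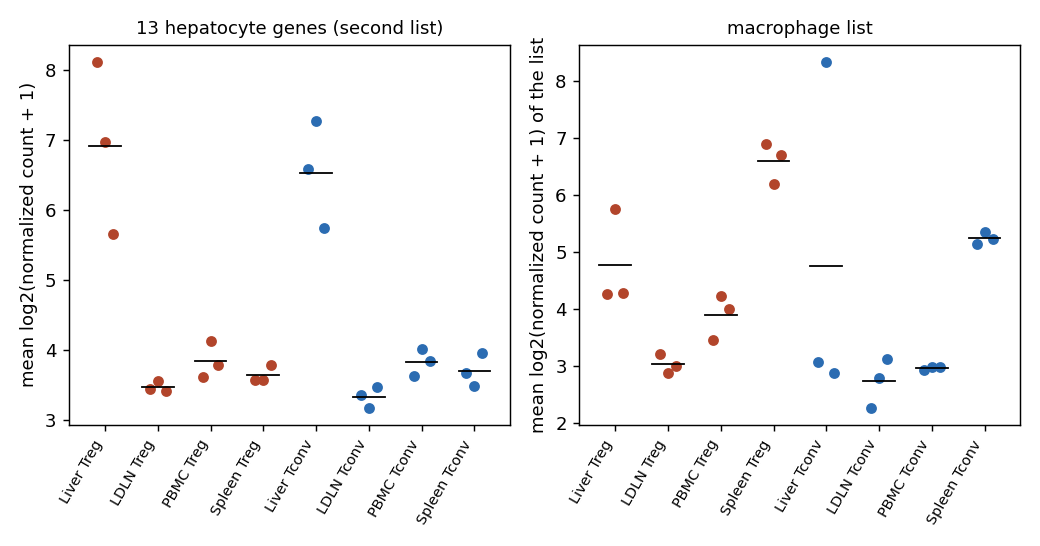
Mean log2(normalized count + 1) of 13 hepatocyte genes (left) and of the macrophage list (right), with 1 point per library, bars at group means, Treg in red and Tconv in blue. Hepatocyte genes averaged 5.65 to 8.11 in liver libraries and 3.18 to 4.13 elsewhere, and Liver Tconv 2 was the highest library of the macrophage list, at 8.33.

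The liver effects of Treg and Tconv were compared to ask whether the liver difference depends on the cell type. They correlated across genes with r = 0.57, genes not being independent replicates. The jackknife SD of r over the 24 libraries was 0.128, and r was 0.37 with no filter. In both cell types 345 genes were higher and 90 lower, where independent lists would share 46.3 and 11.2, and 7 genes moved in opposite directions against 58.9. Same-numbered Treg and Tconv libraries of liver and LDLN deviated together, so part of the overlap and of r can come from this. The 345 was 109 without Liver Tconv 2, 210 without Liver Tconv 3 and 510 without Liver Tconv 1, and the 90 was 12, 17 and 250 in the same order. The difference of the liver effects passed for 139 genes, 70 with a larger liver effect in Treg and 69 with a larger one in Tconv. This count was 32 without Liver Treg 2, 77 without Liver Tconv 1, 78 without Liver Tconv 3 and 268 without Liver Tconv 2, and it was 259 with the replicate number as a block, 255 with quantile scaling and 410 with DESeq2. IL-2 and STAT5 genes had the lower liver effect in Treg in 5 of 11 cases, 8 adjusted over the list alone (mean −1.04, adjusted p = 5.86e-13), with Bcl2 at −1.05 (adjusted p = 0.0028), Lta at −1.10 (0.014) and Socs2 at −1.58 (0.013), the last 2 not past the threshold without Liver Treg 2 (0.066 and 0.0645). Cell cycle genes had the higher liver effect in Treg in 1 of 18 cases, 14 adjusted over the list alone (mean 0.89, adjusted p = 5.86e-13, and adjusted p = 0.257 with an estimated correlation). Cholesterol synthesis genes had the higher liver effect in Treg in 2 of 18, 4 adjusted over the list alone (mean 0.22, adjusted p = 0.000138, and adjusted p = 0.257 with an estimated correlation). Cyp2s1, a cytochrome P450, had a liver effect larger in Treg by 1.68 ± 0.185 (adjusted p = 0.000147) and the integrin chain Itga7 by 1.78 (adjusted p = 0.00277), while those of Spin2c (−1.93, adjusted p = 0.000147), Zc3h12c (−2.39, adjusted p = 0.00258) and Prrt1 (−2.05, adjusted p = 0.00277) were smaller. Ctsw, a protease of cytotoxic cells, had the smaller liver effect in Treg by −1.36 (adjusted p = 0.00015). Areg differed by 2.82 (adjusted p = 0.0119).

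The 3 lymphoid tissues differed among each other in 7199 genes in Treg and 5089 in Tconv by the F-test. Fos read 140.5 in LDLN, 383.1 in PBMC and 16060 in spleen Treg (adjusted p = 1.4e-13) and 137, 245.5 and 13590 in Tconv (adjusted p = 9.1e-14). Immediate early genes differed in 16 of 16 cases in Treg and 15 in Tconv, and NF-kB targets in 13 and 11 of 13, with the inhibitor Tnfaip3 at 1325, 2263 and 58190 in Treg. Tissue Treg genes differed in 16 and 14 of 17. Il1rl1 was highest in PBMC Treg, at 3499 against 480.2 in LDLN and 1219 in spleen (adjusted p = 2.24e-06), and Ccr2 read 8032 there against 944.2 and 1731. Ccr8 was highest in spleen Treg, at 3976 against 1208 and 125.2 (adjusted p = 9.85e-11), and the inhibitory cytokine Il10 at 2418 against 140.9 and 16.1. Cell cycle genes differed in 16 of 18 in Treg and in 3 in Tconv, with Mki67 at 724.8 in LDLN, 2475 in PBMC and 2506 in spleen Treg. Ccr9, a receptor for homing to the gut, was highest in LDLN Treg, at 1510 against 561.6 and 267 (adjusted p = 7.48e-06). Il2ra did not pass in either cell type (adjusted p = 0.424 in Treg and 0.333 in Tconv), and mitochondrial transcripts differed in 0 of 9. Markers of other cells differed too, with B cell genes in 9 and 7 of 10, erythroid genes in 7 of 7 and platelet genes in 6 and 5 of 6. Hbb-bs read 187.4 in LDLN Treg and 23520 in PBMC Treg.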

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

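The tests of the 3 patterns of this part were chosen only after the result was seen, while the tests of chance splits were fixed before. Foxp3 reads were present in 5 of 12 Tconv libraries at 18.2% to 31.3% of the Treg level of their tissue, each level taken above the Tconv library of the tissue with the lowest Foxp3. Treg cells or Treg reads mixed into these pools would carry other Treg genes along. The largest median share over the other Treg core genes was 3.3%, so mixing at the level of Foxp3 is argued against, except in Liver Tconv 1. Liver shares were taken above Liver Tconv 2, the library with most markers of other cells, so the test is less firm in liver. Nrp1, Ebi3, Tigit, Ctla4 and Ikzf2 were higher there than in Liver Tconv 1, with shares of −9.7% to −0.2%. The other genes had positive shares. The margin was smallest in Liver Tconv 1, with a Foxp3 share of 18.2%, a median of 1.8% and quartiles of −5.8% to 6.9%. The shares spread widely beside that margin, so the test cannot decide for this library. Of 12 other genes, Gpr83 (27.7%) and Tnfrsf9 (48.5%) were above the Foxp3 share in that library. Il2ra was nevertheless higher in these 5 libraries, at 893.3 to 1423, than in the other 7, at 226.2 to 618.5, as was Lrrc32, at 98.41 to 284.5 against 3.163 to 96.34, and Itgae and Gpr83 were higher than in the other Tconv libraries of the same tissue, so a smaller admixture is not excluded. Foxp3 transcripts in cells of the Tconv gate remain possible for the 5 libraries, since cell-level data were not analysed here.

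Most immediate early genes were high in liver and spleen and low in LDLN and PBMC, while Egr1 in Treg (1038 against 969.3) and Egr2 in Treg (2199 against 1172) and Tconv (1258 against 1084) were higher in LDLN than in spleen. The sort gate would remove B cells, so what is meant is RNA from B cells carried into the pools. It is argued against for liver and spleen against PBMC in Tconv, where the upper quartile of the B cell list was −1.05. In Treg against PBMC the B cell medians were −0.31 in spleen and 0.29 in liver, with upper quartiles of 0.08 and 0.34. The immediate early lower quartiles were 1.93 and 1.96, so B cell genes did not rise to that extent. Of 10 B cell genes, 9 were above 0 in liver and 3 in spleen. A contribution of B cell RNA is not excluded, since the immediate early level of such B cells was not measured. Against LDLN the B cell median in spleen Tconv was 0.55, with an upper quartile of 0.86 under the immediate early lower quartile of 1.24. B cell RNA remains open there, since 10 of 10 B cell genes were above 0 and the immediate early level of such B cells was not measured. For liver Tconv against LDLN B cell RNA remains open, with a B cell median of 1.25. Its upper quartile of 1.61 was over the immediate early lower quartile of 1.32. For Treg against LDLN B cell RNA also remains open, with B cell medians of 2.01 in spleen and 2.55 in liver. Handling before the sort was not separate from tissue, so it could explain the difference of 3.53 between spleen and LDLN in Tconv as well as biology of the tissues could, and no biological explanation was tested. A joint B cell contrast against LDLN and PBMC, with a median of −0.64 (quartiles −0.89 to −0.23), missed the bound first set for it and was replaced.

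Hepatocyte transcripts were present in the liver libraries of both cell types. The sort gate would remove hepatocytes, so what is meant is RNA from hepatocytes carried into the pools, which would move these genes together from library to library. Of the variance within groups, 43.9% was carried by 1 shift per library, against a median of 9.2% and a 95th percentile of 21.1% in 10000 random lists of similar genes, so this explanation remains possible. Expression in the T cells could not be excluded by the median liver effect of 3.7 in Treg, where 12 of 13 genes were higher, or of 2.39 in Tconv, where 9 of 13 were.

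Chance splits of the libraries were counted for each comparison, with the real grouping included. For Treg against Tconv as many genes were reached by 1 of 10 splits in each tissue, and the highest other count was 25 in liver, 0 in LDLN, 6 in PBMC and 1 in spleen against 3808, 2568, 3377 and 3501. With 3 against 3 libraries 10 splits are too few for a share under 0.05. In liver and LDLN, 4 splits each parted all 3 pairs of the same number, and the highest of the 3 that were not the real grouping called 0 genes in both tissues. For liver against the lymphoid mean, 1 of 100 permutations reached the real 3662 in Treg (highest other 1253) and 2 of 100 the real 590 in Tconv (highest other 938). For genes called in all 3 comparisons of liver, 1 of 100 reached 495 in Treg (highest other 15) and 1 of 100 reached 67 in Tconv (highest other 0). For the lymphoid tissues among each other, 1 of 100 reached 7199 in Treg (highest other 2340) and 1 of 100 reached 5089 in Tconv (highest other 1960). For the difference between liver effects 4 of 100 reached 139, with 1169 as the highest other. A permutation that calls several times the real count points to structure in the samples. The permutations mixed lymphoid tissues that differ from each other in 7199 and 5089 genes, so this structure includes the differences between tissues.

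Further results differed between Treg and Tconv in their liver effect, as log2 differences. Areg had 2.818, Mn1 2.634, Adh1 1.868, Itga7 1.778, Nqo1 1.71, Cyp2s1 1.683, Acacb 1.631 and Kif23 1.515. Mmp9 had −2.791, Adgrg1 −2.783, Zc3h12c −2.391, Tmem273 −2.298, Cd160 −2.118, Fgl2 −2.095, Prrt1 −2.053 and Spin2c −1.93. Without Liver Treg 2, Acacb (adjusted p = 0.0651), Kif23 (0.0636), Tmem273 (0.0636), Adgrg1 (0.126), Adh1 (0.0922) and Mn1 (0.0776) did not pass. Mmp9, Nqo1, Fgl2 and Cd160 each lost their call without any of at least 17 single libraries. Gene lists had means of 0.89 for cell cycle, 0.221 for cholesterol synthesis and −1.038 for IL-2 and STAT5 response. Treg core genes had a mean of −0.48 (adjusted p = 0.00924, and adjusted p = 0.782 with an estimated correlation), with 1 of 22 lower and 4 adjusted over the list alone. Tissue residency had −0.559 (adjusted p = 0.0133, and adjusted p = 0.782 with an estimated correlation) and did not pass without Liver Tconv 2 (0.242) or Liver Treg 3 (0.0725). Cytotoxic genes had −0.294 (adjusted p = 0.0403, and adjusted p = 0.782 with an estimated correlation). They did not pass without any of 9 libraries (0.0508 to 0.438) or with the replicate number as a block. Their mean was 0.14 without Liver Tconv 2, −0.051 without Liver Treg 1 and −0.571 (0.00213) without Liver Tconv 1. NK cell genes had −0.764 and did not pass (adjusted p = 0.103). They passed with a pseudocount of 10 (0.0155) or no filter (0.0144). They also passed without Liver Tconv 1 (−1.52, 0.00137), Liver Tconv 3 (−1.261, 0.0136) or Liver Treg 2 (−1.136, 0.0143). Without Liver Tconv 2 the NK cell mean was 0.49 (0.675). B cell genes had 0.793 (adjusted p = 0.0475, and adjusted p = 0.782 with an estimated correlation) and did not pass without any of 14 libraries (0.0519 to 0.528), with a mean of 1.702 (4.27e-08) without Liver Tconv 2. CD8, gamma-delta and innate-like genes had −1.424 (adjusted p = 0.00141, and adjusted p = 0.257 with an estimated correlation) and did not pass without Liver Tconv 2 (0.101). Neutrophil genes had −2.201 (adjusted p = 0.0328, and adjusted p = 0.782 with an estimated correlation) and did not pass without any of 6 libraries, with −0.487 (0.546) without Liver Tconv 2.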

How the results depend on the processing

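The tests without 3 libraries with most markers of other cells, without 5 Tconv libraries with Foxp3 reads, and with a block within tissue were chosen only after the result was seen. The other settings were fixed before the data were examined. Groups had 3 pools, tissue and handling were not separable, and the cause was not tested for any of the differences below. No call on a named gene was reversed by any setting. Of 515 calls on named genes, 18 were lost with edgeR, 46 without the variance trend, 12 with quantile scaling and 0 with the replicate block. Of the calls that could be compared, 51 of 209 were lost without Liver Treg 2, 42 of 179 without Liver Tconv 2, 57 of 420 without the 5 Tconv libraries, 54 of 438 without the 3 libraries and 38 of 489 with only the groups compared, and 76 of 109 list calls were lost with an estimated correlation.

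With an absolute log2 fold change of at least 1, Treg against Tconv gave 1364 genes in liver, 1173 in LDLN, 1361 in PBMC and 1328 in spleen. Liver against the lymphoid mean gave 1065 in Treg and 316 in Tconv, liver against each tissue in Treg 169 in all 3, and the difference between liver effects 72.

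With only the groups compared, PBMC gave 2206 genes, liver against the lymphoid mean in Tconv 288, all 3 in Tconv 37, and the liver effect was shared by 206 higher and 23 lower genes.

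With edgeR liver against the lymphoid mean in Tconv gave 947 genes, and with DESeq2 1137. DESeq2 gave 410 for the difference between liver effects, 142 in all 3 in Tconv, and 544 higher and 149 lower shared genes. It gave no adjusted p for Foxp3 in LDLN, PBMC and spleen.

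With quantile scaling the difference between liver effects gave 255 genes, 139 lower genes were shared, and the gene list mitochondrial transcripts: Treg against Tconv in PBMC lost its call at −0.002, the direction of its test having changed while the mean stayed below 0. Without a filter 58 lower genes were shared and the correlation of liver effects was 0.37.

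With the replicate block the difference between liver effects gave 259 genes, all 3 in Tconv 104, and 148 lower genes were shared. Its cytotoxic list was no longer called (adjusted p = 0.0558), and heat shock was newly called for liver against the lymphoid mean in Treg (adjusted p = 0.00224). With the block within tissue, Treg against Tconv gave 4505 genes in liver, 3072 in LDLN, 3899 in PBMC and 4217 in spleen. Calls were lost for mt-Atp6: Treg against Tconv in Spleen (adjusted p = 0.0565) and mt-Cytb: Treg against Tconv in Spleen (0.0643), and macrophage (0.0189) and neutrophil (0.0444) lists in spleen were newly called, as was heat shock in PBMC (0.0418). Correlations of same-numbered libraries were 0.252, 0.082 and 0.134 in PBMC and 0.071, 0.136 and 0.416 in spleen, so these were not taken as pairs. Across groups 17 of 24 libraries correlated best with 1 of their own number, with a mean of 0.064 for same and −0.032 for different numbers.

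Without the 3 libraries with most markers of other cells, liver against the lymphoid mean in Tconv gave 169 genes, the difference between liver effects 306, all 3 in Treg 300 and in Tconv 26, and 130 higher and 13 lower genes were shared. In Tconv the liver effect of the macrophage list was reversed at −0.671 and that of the endothelial list at −0.06, and the dendritic cell and MHC II list was at 0.025.

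Without the 5 Tconv libraries with Foxp3 reads, Treg against Tconv in liver gave 1371 genes, with 322 higher and 227 lower in all 4 tissues. Liver against the lymphoid mean in Tconv gave 1350, the difference between liver effects 254, all 3 in Tconv 285, and 574 higher and 170 lower genes were shared. In liver the immediate early list was reversed at −0.261, and fatty acid metabolism at −0.129. The gene list other cells: B cell: Treg against Tconv in Liver was reversed at −0.726, and the gene list other cells: B cell: Liver effect in Treg minus liver effect in Tconv at −0.864. Foxp3 itself is not compared in this setting, since it chose the libraries. The only Liver Tconv library left was Liver Tconv 2, the 1 with most markers of other cells. Lists of other cells were called here for the difference between liver effects, with means of −4.494 for macrophage, −3.231 for NK cell and −3.054 for erythroid genes, so the liver counts of this setting rest on that library.

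Leaving out 1 library gave 2026 (Liver Treg 2) to 3819 (PBMC Treg 3) genes for liver against the lymphoid mean in Treg and 137 (Liver Tconv 2) to 1176 (Liver Tconv 1) in Tconv. The difference between liver effects had 32 (Liver Treg 2) to 268 (Liver Tconv 2), all 3 in Treg 226 (Liver Treg 2) to 503 and in Tconv 21 (Liver Tconv 2) to 124 (Liver Tconv 1). Shared genes were 109 (Liver Tconv 2) to 510 (Liver Tconv 1) higher and 12 to 250 lower. The gene list other cells: macrophage: Liver against the mean of the lymphoid tissues in Tconv ranged from −0.671 to 2.059, and the means were −0.06 to 1.826 for the endothelial and 0.025 to 1.028 for the dendritic cell list.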

Other observations

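No test of this part was chosen only after the result was seen, since values are given without tests. Heat shock genes were highest in the library numbered 2 in 8 of 8 groups, with list means in log2 units of 11.23, 12.95 and 11.15 in Liver Tconv, 11.3, 12.72 and 11.17 in Liver Treg and 10.89, 12.09 and 10.69 in Spleen Tconv. In Liver Treg, Hspa1a read 215.2, 1039 and 133.4.

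Markers of other cells varied between libraries of a group. NK cell genes had list means of 5.26, 9.28 and 5.78 in Liver Tconv, and Igkc read 7174, 17880 and 20550 in Liver Treg. The hepatocyte gene Cyp2e1 read 1675, 206.6 and 68.79 in Liver Treg.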
